# Collaborative studies in toxicogenomics in rodent liver in JEMS·MMS; a useful application of principal component analysis on toxicogenomics

**DOI:** 10.1186/s41021-016-0041-0

**Published:** 2016-08-01

**Authors:** Chie Furihata, Takashi Watanabe, Takayoshi Suzuki, Shuichi Hamada, Madoka Nakajima

**Keywords:** Toxicogenomics, Hepatocarcinogen, Rodent liver, DNA microarray, Quantitative real-time PCR, Principal component analysis, Gene network

## Abstract

Toxicogenomics is a rapidly developing discipline focused on the elucidation of the molecular and cellular effects of chemicals on biological systems. As a collaborative study group of Toxicogenomics/JEMS·MMS, we conducted studies on hepatocarcinogens in rodent liver in which 100 candidate marker genes were selected to discriminate genotoxic hepatocarcinogens from non-genotoxic hepatocarcinogens. Differential gene expression induced by 13 chemicals were examined using DNA microarray and quantitative real-time PCR (qPCR), including eight genotoxic hepatocarcinogens [*o*-aminoazotoluene, chrysene, dibenzo[*a,l*]pyrene, diethylnitrosamine (DEN), 7,12-dimethylbenz[*a*]anthracene, dimethylnitrosamine, dipropylnitrosamine and ethylnitrosourea (ENU)], four non-genotoxic hepatocarcinogens [carbon tetrachloride, di(2-ethylhexyl)phthalate (DEHP), phenobarbital and trichloroethylene] and a non-genotoxic non-hepatocarcinogen [ethanol]. Using qPCR, 30 key genes were extracted from mouse livers at 4 h and 28 days following dose-dependent gene expression alteration induced by DEN and ENU: the most significant changes in gene expression were observed at 4 h. Next, we selected key point times at 4 and 48 h from changes in time-dependent gene expression during the acute phase following administration of chrysene by qPCR. We successfully showed discrimination of eight genotoxic hepatocarcinogens [2-acetylaminofluorene, 2,4-diaminotoluene, diisopropanolnitrosamine, 4-dimethylaminoazobenzene, 4-(methylnitsosamino)-1-(3-pyridyl)-1-butanone, *N*-nitrosomorpholine, quinoline and urethane] from four non-genotoxic hepatocarcinogens [1,4-dichlorobenzene, dichlorodiphenyltrichloroethane, DEHP and furan] using qPCR and principal component analysis. Additionally, we successfully identified two rat genotoxic hepatocarcinogens [DEN and 2,6-dinitrotoluene] from a nongenotoxic-hepatocarcinogen [DEHP] and a non-genotoxic non-hepatocarcinogen [phenacetin] at 4 and 48 h. The subsequent gene pathway analysis by Ingenuity Pathway Analysis extracted the DNA damage response, resulting from the signal transduction of a p53-class mediator leading to the induction of apoptosis. The present review of these studies suggests that application of principal component analysis on the gene expression profile in rodent liver during the acute phase is useful to predict genotoxic hepatocarcinogens in comparison to non-genotoxic hepatocarcinogens and/or non-carcinogenic hepatotoxins.

## Background

Recently, a radical overhaul of toxicological test protocols has been proposed [1–4]. For example, Hartung wrote that after several productive decades, in which a patchwork of testing approaches was formed, fewer and fewer of the latest scientific development were incorporated [1]. Caiment et al. [4] wrote that one of the main challenges of toxicology is the accurate prediction of compound carcinogenicity. The default test model for assessing chemical carcinogenicity, the 2-year rodent cancer bioassay, is currently criticized because of its limited specificity. With increased societal attention and new legislation against animal testing, toxicologists urgently need an alternative to the current rodent bioassays for chemical cancer risk assessment. In the beginning of the 21st century, toxicogenomics approaches proposed to use global high-throughput technologies (transcriptomics) to study the toxic effect of compounds on a biological system.

For risk assessment purposes, there is a general agreement that the chemicals acting through genotoxic and non-genotoxic mechanisms of carcinogenesis should be distinguished [5]. Mathijs et al. hypothesized that genotoxic and non-genotoxic carcinogens induce distinct gene expression profiles, which may therefore be used to classify the mechanisms of compounds as either genotoxic carcinogens or non-genotoxic carcinogens [6]. DNA microarray, which is a powerful technology for characterizing gene expression on a genome-wide scale [7], developed toxicogenomics. Quantitative real-time PCR (qPCR) is the field standard for measuring gene expression and is the most sensitive technique for the detection and quantification of mRNA target [8].

In the present study, we summarize our collaborative studies in toxicogenomics. We first selected about 100 candidate marker genes to discriminate mouse genotoxic hepatocarcinogens from non-genotoxic hepatocarcinogens by DNA microarrays, which were next quantified by qPCR [9]. We extracted about 30 key genes from dose responses in gene expression [10] and selected key point times at the beginning and end of the acute phase (4 and 48 h) [11]. We successfully showed the discrimination of genotoxic and non-genotoxic hepatocarcinogens in mouse liver [12] and rat liver [13] by qPCR and the application of principal component analysis (PCA) at 4 and 48 h after administration of hepatocarcinogens. The subsequent gene pathway analysis by Ingenuity Pathway Analysis extracted the DNA damage response, resulting from signal transduction by a p53-class mediator leading to the induction of apoptosis. Application of PCA was useful to discriminate genotoxic hepatocarcinogens from non-genotoxic and/or non-genotoxic non-hepatocarcinogens on rodent liver.

### Selection of genes by DNA microarray and quantified by real-time PCR

In our preliminary study, we examined differential gene expression of 13 chemicals including eight genotoxic hepatocarcinogens [*o*-aminoazotoluene, chrysene, dibenzo[*a,l*]pyrene, DEN, 7,12-dimethylbenz[*a*]anthracene, dimethylnitrosamine, dipropylnitrosamine, and ENU], four non-genotoxic hepatocarcinogens [carbon tetrachloride, DEHP, phenobarbital, and trichloroethylene], and a non-genotoxic non-hepatocarcinogen (for mouse) [ethanol] using DNA microarray (Affymetrix GeneChip Mu74A V2 and in-house microarray) in mouse liver at 4 h and up to 28 days following a single intraperitoneal administration to groups of five 9-week-old B6C3F1 male mice. The cDNA was prepared with total RNA combined from pooled livers. 

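Files exist for 8 of these chemicals, measured on 52 Affymetrix arrays of liver RNA. The genotoxic class held 6 chemicals. Of these, N-ethyl-N-nitrosourea (ENU, 150 mg/kg), dimethylnitrosamine (DMN, 5 mg/kg) and dipropylnitrosamine (DPN, 250 mg/kg) are alkylating agents. o-Aminoazotoluene (AAT, 300 mg/kg), 7,12-dimethylbenz[a]anthracene (DMBA, 20 mg/kg) and dibenzo[a,l]pyrene (DBP, 6 mg/kg) are aromatic mutagens. The non-genotoxic class held ethanol (EtOH, 1000 mg/kg) and phenobarbital (PB, 30 mg/kg). Doses are those of the deposited labels, since the paper's text gives none for these arrays. There was 1 array per chemical at each of 4 h, 20 h, 14 days and 28 days, and each array held RNA pooled from 5 mice. A pool averages its mice, so no array has a replicate and the spread between mice cannot be measured. The aromatic mutagens shared 1 olive oil control at each time, ethanol and phenobarbital shared 1 saline control, and ENU, DMN and DPN each had a control of their own, which makes 13 arrays per time. Chrysene, DEN, carbon tetrachloride, DEHP, trichloroethylene and the in-house microarray were not analysed here. The paper names the array as Mu74A V2, while the probe-set names in the deposited table belong to a different Affymetrix mouse array. One field of the labels places ethanol among non-genotoxic hepatocarcinogens; it was kept in the non-genotoxic class, and the paper calls it a non-hepatocarcinogen in mice.

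The deposited values are linear probe-set signals without detection calls, and the software behind them is not given in the sources used here. Array medians ran from 17.9 to 205, so each array was divided by its median over the probe sets other than Affymetrix controls and multiplied by the mean of the medians. Signals under the 30th percentile of all values (32.5, a log2 signal of 5.02) were set to that floor, and the log2 was taken. Of 22626 probe sets, the 18349 above the floor in at least 4 of 52 arrays were tested. Each class was tested across its chemicals with limma, using control set as a block, so the error of a log2 fold change is the spread between chemicals. The fit gives each aromatic mutagen, with its shared control, less weight than each alkylating agent, so a class value is not the plain mean of the ratios. The number of arrays limits its precision. The ethanol array of 20 h had log2 ratios of the 3' to the 5' Gapdh and actin control signals of 3.13 and 3.79, while the Gapdh ratio of the other 51 arrays lay between -0.51 and 0.34. The array labelled saline control of 20 h had a log2 signal of 11.48 for Cyp2b10, a cytochrome P450 that phenobarbital induces. The other 4 controls of 20 h had 6.19 to 7.26, and the array labelled phenobarbital had 8.25. Labels were kept as deposited, so comparisons of the non-genotoxic class at 20 h carry this doubt. Since the arrays of a time share 1 error estimate, these arrays also enter the errors and p values of the genotoxic class at 20 h.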

After preliminary DNA microarray data were generated, results were confirmed by qPCR. We identified about 100 candidate genes to discriminate the genotoxic hepatocarcinogens from the non-genotoxic hepatocarcinogens. 

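Cdkn1a, which encodes the p53-induced cell cycle inhibitor p21, lay above its control at 4 h in 5 of 6 genotoxic chemicals, with a fitted log2 fold change of 2.48 in the class (SE 0.68, n = 6 chemicals). Plk2, a p53-induced kinase, lay above its control in 6 of 6, with 1.68 (SE 0.57), where 1 of 5 controls was at the floor. Trp53inp1, a p53-induced regulator of cell death, also lay above in 6 of 6, with 1.40 (SE 0.31), as did Mdm2, the ubiquitin ligase that limits p53, with 0.77 (SE 0.17). Over ethanol and phenobarbital the log2 fold changes of these genes were 0.50 for Cdkn1a (SE 1.24), 0.06 for Plk2 (SE 1.04), -0.01 for Trp53inp1 (SE 0.57) and 0.18 for Mdm2 (SE 0.31), with signs that depended on the setting. Phlda3, a p53-induced inhibitor of AKT, had 0.99 in the genotoxic class, Ccng1, which encodes cyclin G1, had 0.92, and Aen, a p53-induced nuclease, had 0.85. Ddit4, an inhibitor of mTOR signalling that the paper also associates with p53, had 1.55 (SE 0.30), and Ppp1r3c, which directs glycogen synthesis, had 1.35 (SE 0.27). Ddit4l, a relative of Ddit4, had 0.94, Jun, an immediate early transcription factor, had 1.04, and Lrp1, a lipoprotein receptor, had -0.87.

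No single probe set of the genotoxic class at 4 h passed an adjusted p of 0.05 from limma (0 of 18349, with 1785 at an unadjusted p under 0.05), and the adjusted p of Cdkn1a was 0.44. In 1 fit of all 52 arrays, 11 passed, Ppp1r3c among them. The smallest p values belonged to Atg10, an autophagy enzyme (log2 fold change -0.91, at the floor in 4 of 13 arrays), Limd2 (-0.37), Mpeg1, a macrophage perforin (-0.47), Rassf5, a Ras effector (-0.52, and -0.27 by its brightest probe set), and D930016D06Rik (0.47, and 0.35 by its brightest). Each had the same sign in 6 of 6 chemicals, and none passed, at an adjusted p of 0.415. Of 33 p53 target genes, 27 had a named probe set, 22 of them higher and 5 lower, with a median log2 fold change of 0.25. As a list they ranked above the other genes by camera of limma (adjusted p = 0.000109), and adjusted p = 0.807 with an estimated correlation. When treated and control labels were exchanged within sets, 3 of 32 exchanges gave as low an upward camera p by permutation, the real labels included. The others exchanged only DMBA or DBP with the olive oil control. Adjusted over the list alone, 7 were higher (Cdkn1a, Trp53inp1, Mdm2, Phlda3, Ccng1, Aen and Psrc1, a spindle protein at the floor in 7 of 13 arrays). Fas, a death receptor, was lower on that basis (-0.95, SE 0.28), in 6 of 6 chemicals. Of the 34 markers the study chose, 30 had a named probe set, 27 of them higher and 3 lower (camera, adjusted p = 1.45e-08, and adjusted p = 0.119 with an estimated correlation). Adjusted over the list alone, 11 markers were higher and 1 was lower. The study chose these markers partly on these samples, so they are not independent evidence. In the non-genotoxic class the same markers had a camera adjusted p of 0.674.

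Genes induced by fasting and glucocorticoids also ranked above the others in the genotoxic class at 4 h, with 14 of 16 higher (camera, adjusted p = 1.79e-05, and adjusted p = 0.807 with an estimated correlation). Adjusted over the list alone, 4 of them were higher: Ddit4, Ppp1r3c, Tat, a tyrosine-degrading enzyme (log2 fold change 0.57), and G6pc, which releases glucose (0.88). Markers of Kupffer cells ranked lower, with 9 of 12 lower (adjusted p = 0.0153, and 0.166 with an estimated correlation). Their largest log2 fold change was -0.30, for Cd5l, a secreted macrophage protein. Markers of endothelial cells also ranked lower (adjusted p = 0.0261, and 0.203 with an estimated correlation), with -0.41 for Stab2, a scavenger receptor, and 0.39 the other way for Lyve1, a hyaluronan receptor. The endothelial call was lost under 6 of the settings that the closing section lists. The paper states that candidate genes were identified to separate genotoxic from non-genotoxic hepatocarcinogens.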

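Set directly against ethanol and phenobarbital at 4 h, the genotoxic chemicals had higher values of Trp53inp1 (log2 difference 1.41, SE 0.65), Myc, a growth-promoting transcription factor (1.25, SE 0.64), and Dusp1, a phosphatase that limits MAP kinases (1.05, SE 0.70), and none of these passed alone. Myc had a log2 ratio of -1.75 with ethanol, while pairs of saline controls differed by up to 1.57. Its difference thus includes a fall in the ethanol array. Of 17 immediate early genes with a named probe set, 12 were higher and 5 lower in the genotoxic class (camera of limma, adjusted p = 0.00899, and adjusted p = 0.687 with an estimated correlation). The p53 targets gave the same adjusted p on this contrast, with 20 higher and 7 lower. Genes of cholesterol synthesis (15 of 19 lower, adjusted p = 0.0371) and fatty acid synthesis (15 of 17 lower, adjusted p = 0.0418) ranked lower, and fasting genes ranked higher (15 of 16, adjusted p = 0.0344). With an estimated correlation, no list kept its call on this contrast. The adjusted p was then 0.687 for both lipid lists and 0.732 for the fasting genes. Among the other settings of the closing section, the cholesterol call was lost under 8, the fatty acid call under 9 and the fasting call under 5. The p53 and immediate early calls were lost under 2 each.

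Limma called 19 probe sets on this contrast, 17 higher and 2 lower in the genotoxic class. The direction depended on the setting: with no control-set block 0 were higher and 8 lower, and without ethanol, which leaves phenobarbital alone, 17 were higher and 17 lower. Stk11, a kinase upstream of AMPK, had a log2 difference of 0.86 (SE 0.04, adjusted p = 0.00074) by a dim probe set at the floor in 12 of 13 arrays, and 0.09 by its brightest probe set. Kcnip1, a potassium channel subunit, had 0.83 by a dim probe set and -0.08 by its brightest. Ighg3, an immunoglobulin chain, had 0.81, and Csf3, a granulocyte growth factor, had 0.64. Plxna3, a semaphorin receptor, had -0.74 by a dim probe set and -0.42 by its brightest, and Surf2 had -0.56 and 0.14. All 19 probe sets were at the floor in more than 6 of the 13 arrays. For Stk11, Kcnip1, Ighg3 and Csf3 the ratio was equal in ethanol and phenobarbital, so the call rests on the 1 saline control that these share. The ratio of Stk11 was 0 in every genotoxic chemical, so its SE of 0.04 reflects values tied at the floor. When only probe sets above the floor in every array of the time were tested, a choice made after the data were seen, 0 were called with limma; in the whole test 713 had an unadjusted p under 0.05. At later times the contrast had 21 calls at 20 h, 11 at 14 days and 95 at 28 days. Of the 95, 71 were at the floor in more than 6 of 13 arrays and 20 in none.

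In the non-genotoxic class at 4 h, Cyp2b10 had a log2 ratio of 3.70 in phenobarbital and 0.60 in ethanol (class log2 fold change 2.15, SE 2.01). Genes induced through the receptors CAR and PXR ranked higher, with 20 of 21 higher (camera, adjusted p = 0.00139, and adjusted p = 0.821 with an estimated correlation). The call was lost when phenobarbital was left out and with values as deposited. Lymphocyte markers ranked lower, with 9 of 10 lower (adjusted p = 0.0388, and 0.302 with an estimated correlation). The lymphocyte call was lost under 8 other settings of the closing section. These markers were led by Cd3g, a T cell receptor chain (-0.46), which was at the floor in 7 of 13 arrays, so its size is inexact. At later times the class had 28, 22 and 188 calls, of which 26, 21 and 99 were at the floor in more than 6 of 13 arrays. The 28 calls of 20 h include the ethanol array with high 3' to 5' ratios and the saline label in doubt. At 28 days the phenobarbital array had the lowest median of all arrays (17.9). At 4 h limma called 25 probe sets, 3 higher and 22 lower, of which 22 were at the floor in more than 6 of 13 arrays. With no control-set block 7 were higher and 1 lower, and without ethanol 19 were higher and 21 lower. Mtch2, a mitochondrial carrier relative, had 0.98 by a dim probe set and -0.02 by its brightest. Cd151, a tetraspanin, had -1.68 by a probe set above the floor in every array and -0.16 by its brightest.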

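Among the genotoxic chemicals at 4 h, Cdkn1a had log2 ratios to its control of 3.68 with ENU, 2.02 with DMN and 4.38 with DPN. The aromatic mutagens gave 1.40 with AAT, -0.31 with DMBA and 1.08 with DBP, and ethanol gave 1.24. The median log2 ratio of the 27 p53 targets was 0.38 for ENU, 0.45 for DMN and 0.49 for DPN, each at the 100th percentile of 10000 random lists matched on signal. It was 0.03 for AAT, -0.03 for DMBA and -0.06 for DBP, at percentiles of 92.4, 14.6 and 18.4. The random lists measure the spread between genes within an unreplicated array pair. For alkylating minus aromatic chemicals, the p53 targets ranked higher by camera of limma (20 of 27, adjusted p = 0.000607, and adjusted p = 0.481 with an estimated correlation). Adjusted over the list alone, 2 were higher. Acute phase genes ranked lower on this contrast, with 21 of 24 lower (adjusted p = 0.00702, and 0.897 with an estimated correlation). The acute phase call was also lost under 3 other settings: with no control-set block, without DPN and without DBP.

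Limma called 23 probe sets for alkylating minus aromatic at 4 h, 22 higher and 1 lower, and 19 of them were at the floor in more than 6 of 13 arrays. The count was 0 without DMBA, 10 without AAT, 1 with no floor and 566 with no control-set block. A dim probe set of Cdkn1a had a log2 difference of 1.31 (SE 0.12, adjusted p = 0.0251), and the brightest probe set had 2.64 (SE 1.15), which did not pass. Hcn2, a cation channel, had 1.60, Tal2, a transcription factor, 1.12 and Apln, a vascular peptide, -2.42. The 3 aromatic mutagens share 1 olive oil control, and their ratios were nearly equal: -1.07, -1.10 and -1 for Hcn2, -0.33, -0.38 and -0.36 for Tal2, and 2.04, 2.32 and 2.21 for Apln. Without control set as a block, the difference for Apln was -0.04. Rcan1, a calcineurin inhibitor, had 2.58 (SE 0.34) and an adjusted p of 0.102.

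Single chemicals have no replicate, so some of the large ratios of AAT and DPN are given without a test. With AAT at 4 h, the dioxin-responsive Cyp1a1 had a log2 ratio of 4.40, and Cyp2b10 had 3.58. Hmox1, which degrades heme, had 2.43. With DPN, Cyp2b10 had 4.36 and Plk2 had at least 4.33, its control being at the floor, while the chemokine Cxcl1 had -4.43 and Saa2, an acute phase protein, had -3.93. Each of these ratios lay outside the range between pairs of saline controls at 4 h, for Cxcl1 and Saa2 by little, since such pairs differed by up to 4.26 and 3.81.

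**Figure D1:**
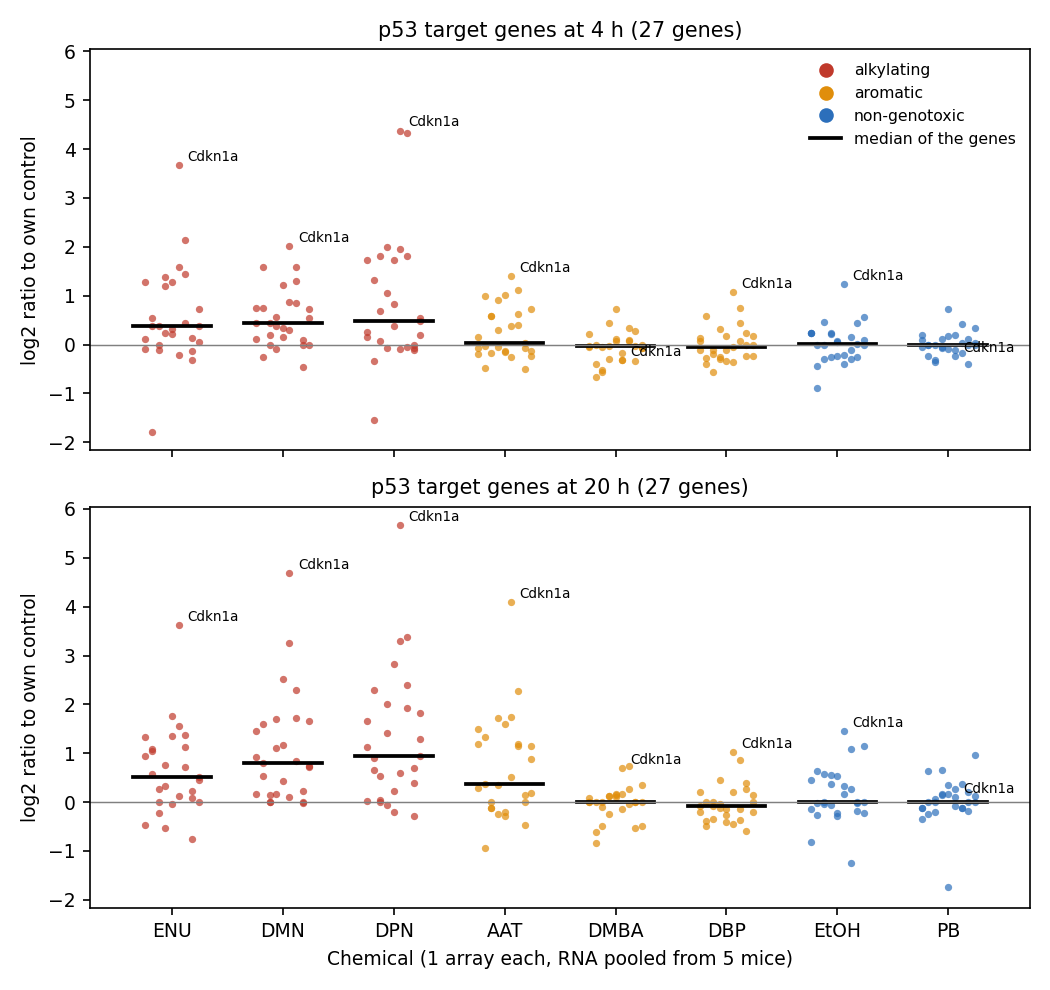
Log2 ratio to the own control (vertical axis) of 27 p53 target genes in each chemical (horizontal axis) at 4 h (upper panel) and 20 h (lower panel). Each point is 1 gene on 1 array and black bars are medians; at 4 h the medians of ENU, DMN and DPN were 0.38, 0.45 and 0.49, and at 20 h that of AAT was 0.37.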

The results were published in part [9] and registered to the GEO database (GEO accession GSE33248). 

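At 20 h, Cdkn1a had a fitted log2 fold change of 3.76 in the genotoxic class (SE 0.87, n = 6 chemicals), above its control in 6 of 6. The controls of ENU and DPN were at the floor, so its ratio was at least 3.63 with ENU and at least 5.67 with DPN. It was 4.69 with DMN and 4.09 with AAT, against 0.69 with DMBA and 1.03 with DBP. Log2 signals of Cdkn1a with ethanol (7.65) and phenobarbital (6.28) also lay above that of their saline control (6.19). That ethanol array had the high 3' to 5' ratios, and the saline label is in doubt. In the genotoxic class, Phlda3 had 1.93 (SE 0.63), Ccng1 had 1.75 (SE 0.48) and Plk2 had 1.74 (SE 0.62). Acacb, an enzyme that controls fatty acid oxidation, had -1.70 (SE 0.56; 2 of 6 treated arrays at the floor), Thrsp, which promotes lipid synthesis, had -0.88, and Fasn, the fatty acid synthase, had -0.74. Of 18349 probe sets, limma called 0 in this class at 20 h, with 847 at an unadjusted p under 0.05. Without the 3 arrays of the ethanol and phenobarbital set, limma called 0, and 1243 had an unadjusted p under 0.05. In 1 fit of all 52 arrays it called 19, among them Cdkn1a, Ccng1 (each adjusted p = 0.0161) and Phlda3 (adjusted p = 0.0469).

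The p53 targets ranked higher at 20 h, with 22 of 27 higher (camera of limma, adjusted p = 1.13e-09, and adjusted p = 0.441 with an estimated correlation). Exchanges of treated and control labels within sets gave as low an upward camera p in 2 of 32 by permutation, the real labels included. The other exchanged only DMBA with the olive oil control. Adjusted over the list alone, 6 were higher. Fatty acid synthesis ranked lower, with 16 of 17 lower (the same adjusted p values), as did cholesterol synthesis, with 18 of 19 lower (adjusted p = 8.81e-07, and 0.536 with an estimated correlation). In that pathway Pmvk had -1.04, Fdps -0.94 and Hmgcs1 -0.78. Heat shock genes ranked higher, with 15 of 15 higher (adjusted p = 0.000367, and 0.536 with an estimated correlation); the chaperones Hspb1 and Hsph1 had 1.02 and 0.71. Targets of NRF2, the oxidative stress regulator, also ranked higher (adjusted p = 0.0435, and 0.832 with an estimated correlation), led by the detoxifying enzymes Nqo1 (0.90), Ephx1 (0.80), Srxn1 (0.72) and Gstm4 (0.71). Both lists moved most with AAT: the median NRF2 log2 ratio was 1.40 with AAT, 0.51 with DPN, 0.38 with DMN, 0.08 with ENU, 0.02 with DMBA and -0.11 with DBP. That of heat shock genes was 0.81 with AAT and 0.07 to 0.26 with the others. Lower ranks were found for bile acid genes and male-biased liver genes (each adjusted p = 0.0104, and 0.441 and 0.536 with an estimated correlation). Hepatocyte markers (0.0123, and 0.626) and pancreatic acinar markers (0.000726, and 0.385) were lower too. The hepatocyte call was lost under 3 other settings of the closing section, and with values as deposited the list turned upward (camera, adjusted p = 0.948). The bile acid and male-biased calls were lost under 2 each. The acinar markers were led by the protease Ctrb1 (-1.17, with 1 treated array at the floor). Ctrb1 also had a log2 ratio of -2.12 with ethanol at 4 h, and the source of these pancreatic transcripts in liver RNA was not tested.

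At 14 days Cdkn1a had 1.73 (SE 0.49; the DPN control was at the floor), Phlda3 0.91 and Ccng1 0.78, and at 28 days Cdkn1a had 1.88 (SE 0.31) and Plk2 0.85 (SE 0.18), each above its control in 6 of 6 chemicals. Ethanol and phenobarbital also had log2 signals of Cdkn1a above their saline control. They were 5.81 and 5.22 against 5.04 at 14 days, and 6.90 and 6.43 against 6.19 at 28 days. In the genotoxic class the p53 targets ranked higher at both times (camera of limma, adjusted p = 0.00423 and 0.00149, and 0.331 and 0.408 with an estimated correlation). Adjusted over the list alone, 5 were higher at 14 days and 3 at 28 days. NRF2 targets ranked higher at both times (adjusted p = 0.0153 and 0.0025; 0.735 and 0.408 with an estimated correlation). At 14 days acute phase genes (0.0149, and 0.735) and interferon genes (0.0267, and 0.331) ranked higher and lymphocyte markers lower (0.0024, and 0.092). Socs3, which limits cytokine signalling, had 0.97 and Oas1a, an antiviral enzyme, 0.81. At 14 days controls stood apart: on the first principal component of all 52 arrays the ENU, DPN and olive oil controls had 51.3, 44.3 and 48.5. The chemicals set against them had 4.26 with ENU, -4.52 with DPN, and 31.3, 35 and 11 with AAT, DMBA and DBP. For DMN the order was the other way, with 22.5 for its control and 40 for DMN. A change at 14 days is thus not separated from a difference of these controls. Limma called 0 probe sets at each time, with 2164 at 14 days and 1116 at 28 days at an unadjusted p under 0.05. At 14 days it called 130 in 1 fit of all 52 arrays, 69 higher and 61 lower, and 5 without DMN. The smallest p at 14 days was that of Ldb1, a transcription cofactor (0.84, adjusted p = 0.277), followed by E2f1, a cell cycle regulator (-1.20).

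For the genotoxic class at 4 h minus the mean of the later times, 1 of 18349 probe sets passed in a limma fit of all 52 arrays, with 1150 at an unadjusted p under 0.05. It belonged to Ppp1r3c, which was higher at 4 h (log2 difference 1.37, SE 0.22, adjusted p = 0.0173). There were 0 calls when any 1 of ENU, DMN, DPN, AAT or the 3 later times was left out, and no higher one without DBP. Glucocorticoid and fasting genes ranked higher at 4 h than later (camera, adjusted p = 8.54e-07, and 0.144 with an estimated correlation). The p53 targets ranked lower at 4 h than at 20 h (adjusted p = 0.00273, and 0.554 with an estimated correlation). These list tests between times were chosen after class results were seen.

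The number of probe sets changed at least 2-fold against the own control had a median over the 8 chemicals of 397 at 4 h, 465.5 at 20 h, 566.5 at 14 days and 396 at 28 days. ENU changed 743 at 4 h and 534 at 20 h, DMN 425 and 397, and DPN 788 and 845. AAT changed 504 and 660, DMBA 303 and 283, and DBP 369 and 343. Phenobarbital changed 275 and 352, and ethanol 303 and 2812; without the ethanol array of 20 h the median at that time was 397. The count at 4 h divided by the mean of the later counts had a median of 0.879, and was above 1 for 2 chemicals, ENU (1.11) and AAT (1.06). Against the mean of the 5 controls of a time the direction turned, with a median of 1.13 and 5 of 8 chemicals above 1. For the own controls, a two-sided exact sign-flip permutation test gave p = 0.312 over 5 control sets, too few for a p under 0.05, and p = 0.0938 over 8 chemicals. Pairs of saline controls, which differ in no treatment but come from different control sets, differed at least 2-fold in 516 to 720 probe sets at 4 h, 457 to 703 at 20 h, 552 to 1360 at 14 days and 421 to 628 at 28 days. Treated arrays were set against a control of their own set, and 6, 4, 4 and 5 of 8 chemicals lay below every pair at the 4 times, so the pairs hold differences between sets as well. At 4 h, ENU and DPN exceeded every control pair. At 20 h the chemicals that did so were DPN and ethanol, and at 14 and 28 days there were 0. Without the saline control of the ethanol and phenobarbital set, a choice made after the data were seen, the highest pairs were 667, 594, 909 and 523. AAT (660) then exceeded them at 20 h too, ENU (1075) and DPN (1162) at 14 days, and ethanol (552) at 28 days. The saline control stayed the control of ethanol, and its own pairs at 28 days had 551 to 628. The excess of ethanol is thus not separated from a departure of that array. At 14 days the pairs left out had 1360 with the ENU control, 1074 with the DPN control and 641 with the DMN control. The excess of ENU and DPN there depends on leaving these out.

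**Figure D2:**
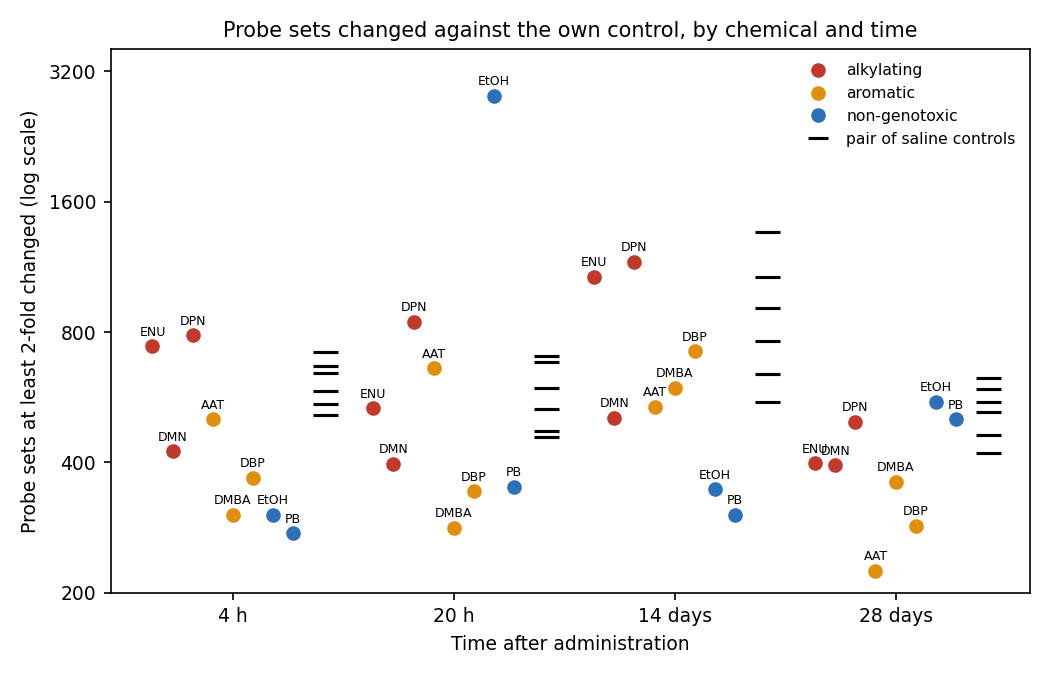
Number of probe sets changed at least 2-fold against the own control (vertical axis, log scale) for each of 8 chemicals at each time after administration (horizontal axis). Black dashes are the 6 pairs of saline controls of that time. At 4 h ENU (743) and DPN (788) lie above all of them. At 28 days ethanol (552) lies above the 3 pairs without the saline control of its set, the highest of which is 523. The count of ethanol is itself taken against that saline control.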

The changes in gene expression at 4 h were much greater than at 20 h, 14 days, and 28 days. We used qPCR in continual studies.

### Dose-dependent alterations in gene expression at 4 h and 28 days

We examined the dose-dependent gene expression changes in candidate marker genes from our previous studies in mouse liver treated with two *N*-nitroso genotoxic hepatocarcinogens to extract key genes, and reported the results of 51 genes determined by qPCR [10]. DEN at doses of 3, 9, 27, and 80 mg/kg body weight (bw) (LD_50_: 200 mg/kg bw, oral) or ENU at doses of 6, 17, 50, and 150 mg/kg bw (LD_50_: 200 mg/kg bw, intraperitoneally) were administered to groups of five 9-week-old B6C3F1 male mice, and the livers were dissected after 4 h and 28 days. Control mice received sterile water. The cDNA was prepared with total RNA from pooled livers and qPCR relative quantitative values were normalized using the *Gapdh* housekeeping gene. A total of 32 genes exhibited a dose response either via increased or decreased expression at least once at 4 or 48 h by DEN or ENU. At 4 h, as shown in Fig. 1 (Fig. 2 in [10]), 26 genes showed an obvious dose-dependent increase in gene expression by DEN [*Aen* (*Isg20l1*), *Bax*, *Btg2*, *Ccng1*, *Ccng2*, *Cdkn1a*, *Cyp4a10*, *Cyp21a1*, *Fos*, *Gadd45b*, *Gdf15*, *Hmox1*, *Hspb1*, *Hspb2*, *Igfbp1*, *Jun*, *Mbd1*, *Mdm2*, *Myc*, *Net1*, *Plk2*, *Pmm1*, *Ppp1r3c*, *Rad52*, *Rcan1*, and *Tubb4b* (*Tubb2c*)] from over 2-fold to 64-fold. Two genes [*Cyp1a2* and *Glul*] showed a dose-dependent decrease in the DEN-treated sample at 4 h. ENU exhibited similar results except for a few genes (*Fabp5* and *Hist1h1c*), although the increase in gene expression to ENU was generally weaker than to DEN. At 28 days, DEN induced a dose-dependent increase, between 2- and 4-fold, in four genes [*Btg2*, *Cdkn1a*, *Cyp21a1*, and *Gdf15*], and a dose-dependent decrease in *Igfbp1* by less than 0.3-fold. ENU exhibited similar results except for the genes *Casp1*, *Gstk1*, *Hspab1*, and *Ung*. Only *Gdf15* displayed a dose-dependent increase in expression on day 28 for both carcinogens. In addition, gene networks were analyzed using Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com/products/ipa), a web-based software application for the analysis, integration, and interpretation of data derived from ‘omics experiments’ such as our qPCR data. Five gene networks were extracted by IPA: Network 1 consisted of genes related to cancer and cell-cycle arrest, such as *Bax*, *Btg2*, *Ccng1*, *Cdkn1a*, *Gadd45b*, *Gdf15*, *Hspb1*, *Hspb2*, *Mdm2*, *Plk2*, and *Pmm1*; Network 2 comprised cell cycle, DNA replication and recombination, repair, and cell death genes, such as *Ccng2*, *Cyp1a2*, *Cyp4a10*, *Cyp21a1*, *Gdf15, Ppp1r3c*, *Rcan1*, and *Tubb4b* (*Tubb2c*).

**Fig. 1:**
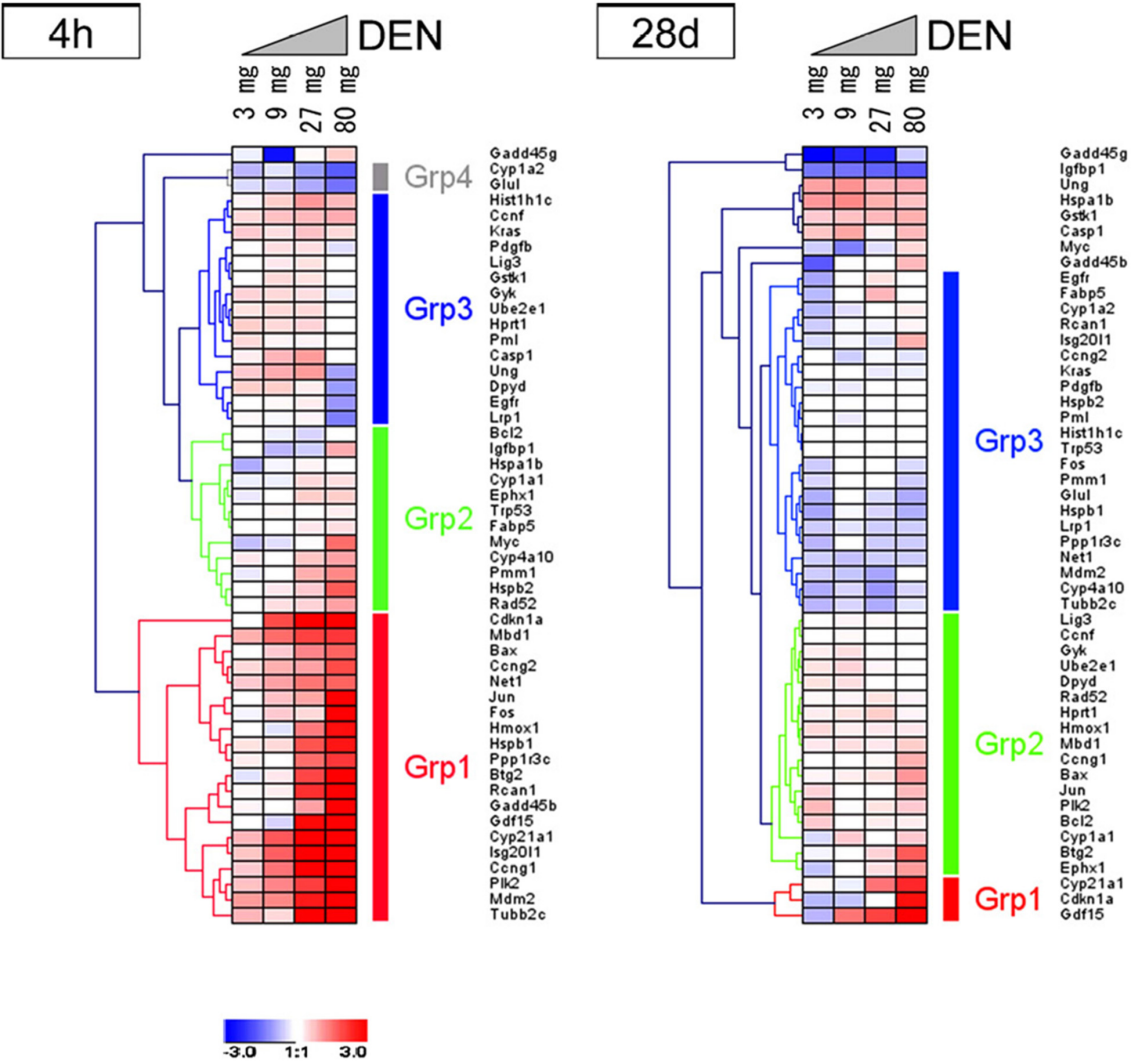
Cluster analysis of gene expression after DEN treatment. The expression of 50 genes was clustered by hierarchical clustering after DEN treatment. Results of 4 h and 28 days were analyzed separately. The color displays show the log_2_ (expression ratio) as (1) red when the treatment sample is up-regulated relative to the control (vehicle) sample, (2) blue when the treatment sample is down-regulated relative to the control sample and (3) white when the log_2_ (expression ratio) is close to zero. Fig. 2 in [10]

**Fig. 2:**
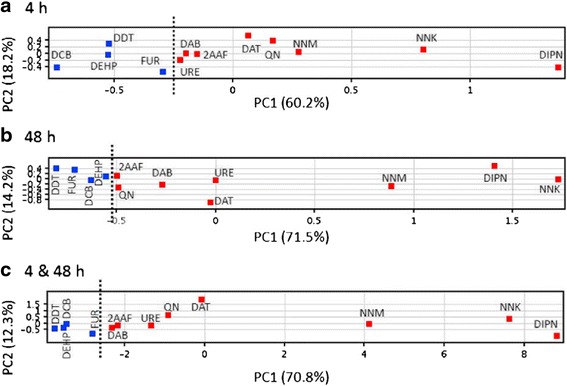
Principal component analysis (PCA) of the gene expression levels between genotoxic and non-genotoxic hepatocarcinogens in mouse liver as quantified by qPCR. The mean values of triplicate qPCR assays for each sample were analyzed statistically using the PCA program in GeneSpringGX11.0.1. The results of the PCA are shown as the two-dimensional contribution scores for component numbers 1 and 2 (PC1 and PC2). The contribution scores were produced by conversion from each eigenvector value, at 4 h with 7 genes (**a**) and at 48 h (**b**) and a combination of both time points (**c**) with 12 genes described in the text. Genotoxic hepatocarcinogens, red colored, DIPN: diisopropanolnitrosamine, NNK: 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone, NNM: *N*-nitrosomorpholine, QN: quinoline, DAT: 2,4-diaminotoluene, DAB: 4-domethylaninoazobenzene, 2AAF: 2-acetylaminofluorene, URE: urethane) and non-genotoxic hepatocarcinogens (blue-colored, FUR: furan, DDT: dichlorodiphenyltrichloroethane, DEHP: di(2-ethylhezyl)phthalate, DCB: 1,4-dichlorobenzene). Dashed line is added between genotoxic and non-genotoxic hepatocarcinogens. Fig. 2 in [13]

### Time-course changes in gene expression at the acute stage within 48 h

We previously noticed that changes in gene expression were greater at 4 h, while reports on changes in the gene expression profile in rodent liver at the acute stage in the first 48 h after administration of a hepatocarcinogen were limited. We therefore selected key point times at 4 and 48 h from changes in time-dependent gene expression in mouse liver during the acute phase between 4 and 48 h after administration of chrysene, a polycyclic aromatic hydrocarbon (PAH) and genotoxic hepatocarcinogen, as determined by qPCR [11]. Chrysene (100 mg/kg bw) was injected intraperitoneally into groups of three 9-week-old B6C3F1 male mice, and 4, 16, 20, 24, and 48 h later, livers were dissected and processed for gene expression. The cDNA was prepared with total RNA from each individual liver, and the amount of each gene was quantified by qPCR. We reported the results from 50 genes, 35 of which exhibited statistically significant increases at least once within 48 h after exposure to chrysene (Table 1). Fifteen genes [*Bhlhe40*, *Btg2*, *Casp4*, *Ccng2*, *Cdkn1a*, *Crp, Cyp1a1*, *Cyp1a2*, *Fkbp5*, *Gadd45b*, *Gadd45g*, *Hmox1*, *Igfbp1*, *Lcn2*, and *Ly6a*] at 4 h, six genes at 16 h, seven genes at 20 h, seven genes at 24 h, and 10 genes [*Bhlhe40*, *Ccnf*, *Cyp1a1*, *Cyp1a2*, *Ephx1*, *Hhex*, *Hmox1*, *Rcan1*, *Tubb2a*, and *Tubb4b*] at 48 h showed statistically significant increases of more than 2-fold. No significant decreases in gene expression were observed in this study. IPA at 4 h revealed that 7 genes [*Btg2*, *Ccng2*, *Cdkn1a*, *Gadd45b*, *Gadd45g*, *Phlda3*, and *Mdm2*] of 18 genes, which showed statistically significant increases, were associated with cancer, cell cycle, cell death and survival, and cellular growth and proliferation. The expression-increased genes from 16 to 48 h were associated with various biological processes including cancer. *Cyp1a1* and *Cyp1a2* showed remarkably consistent increases in gene expression during 4–48 h. These two genes are associated with toxin metabolism, the oxidation-reduction process, and the induction by carcinogenic polycyclic aromatic hydrocarbons as reported previously [14]. We noticed that the greatest characteristic differences between 4 and 48 h were with 11 genes [*Ly6a*, *Gadd45g*, *Igfbp1*, *Lcn2*, *Casp4*, *Cdkn1a*, *Btg2*, *Ccng2*, *Fkbp5*, *Crp*, and *Gadd45b*], which differentially exhibited a statistically significant increase more than 2-fold at 4 h, and six genes [*Tubb2a*, *Ephx1*, *Hhex*, *Ccnf*, *Rcan1*, and *Tubb4b*] differentially showed a statistically significant increase more than 2-fold at 48 h.

**Table 1:**
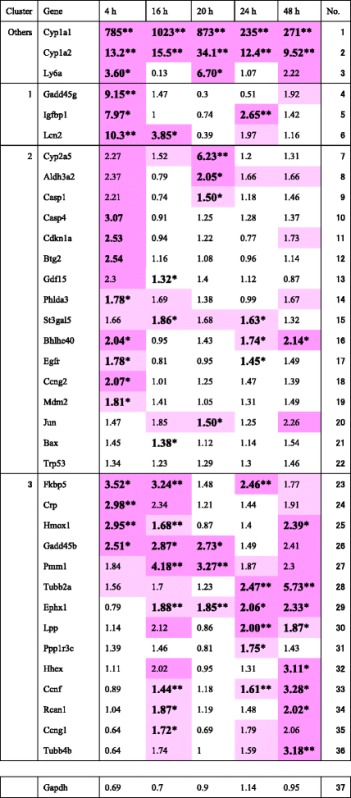
Gene expression ratio (Exp/Cont) and Welch’s *t*-test after chrysene administration

The total RNA was extracted from the individual liver and used to prepare the cDNA. The expression of the 37 genes was quantified by qPCR, and the gene expression ratio (exp/cont) of each gene was calculated. The results were analyzed by Welch’s *t*-test (boldface with ** indicates significant at *P* < 0.01; boldface with * indicates significant at *P* < 0.05). The clusters in Table 1 were sorted through unsupervised hierarchical clustering. The dark pink color shows the values that are higher than 2, and the light pink color shows the values that are higher than 1.5. The table is simplified from Table 3 in [11]

### Discrimination of genotoxic and non-genotoxic hepatocarcinogens at 4 and 48 h in mouse liver

We next successfully showed the discrimination of eight genotoxic hepatocarcinogens from four non-genotoxic hepatocarcinogens at 4 and 48 h in mouse liver by qPCR and statistical analysis using the Dunnett’s test, Welch’s *t*-test, and PCA [12]. Eight genotoxic hepatocarcinogens, 2-acetylaminofuluorene (300 mg/kg bw), 2,4-diaminotoluene (200 mg/kg bw), diisopropanolnitrosamine (500 mg/kg bw), 4-dimethylaminoazobenzene (100 mg/kg bw), 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone (250 mg/kg bw), *N*-nitrosomorpholine (32 mg/kg bw), quinoline (100 mg/kg bw), and urethane (1000 mg/kg bw) and four non-genotoxic hepatocarcinogens, 1,4-dichlorobenzene (1000 mg/kg bw), dichlorodiphenyltrichloroethane (50 mg/kg bw), DEHP (2000 mg/kg bw), and furan (30 mg/kg bw) were injected intraperitoneally into groups of five 9-week-old B6C3F1 males, livers were collected at 4 and 48 h later, and processed for gene expression. The cDNA was prepared with total RNA from each individual liver, and the gene expression was quantified by qPCR. Control mice received a solvent diluent, either saline or olive oil. We reported the results from 35 genes: 34 genes [*Aen*, *Bax*, *Bhlhe40*, *Btg2*, *Ccnf*, *Ccng1*, *Cdkn1a*, *Cyp1a2*, *Ddit4*, *Ddit4l*, *Egfr*, *Ephx1*, *Gadd45b*, *Gdf15*, *HistH1*, *Hmox1*, *Hspb1*, *Igfbp1*, *Jun*, *Lrp1*, *Ly6a*, *Mbd1*, *Mdm2*, *Phlda3*, *Plk2*, *Pml*, *Pmm1*, *Ppp1r3c*, *Psma3*, *Rad52*, *Rcan1*, *St3gal5*, *Trp53*, and *Tubb4b* (*Tubb2c*)] showed statistically significant changes in their gene expression, at least once at 4 h and/or 48 h, as computed by the Dunnett’s test using the *Gapdh* gene to normalize the data. The statistical significance between the genotoxic and non-genotoxic hepatocarcinogens for each gene was assessed by the Welch’s test at 4 and 48 h after chemical administration. Different sets of 17 genes [*Aen*, *Bax*, *Btg2*, *Ccng1*, *Cdkn1a*, *Egfr*, *Gdf15*, *Hist1h1c*, *Jun*, *Lrp1*, *Mbd1*, *Mdm2*, *Phlda3*, *Plk2*, *Pml*, *Ppp1r3c*, and *Tubb4b* (*Tubb2c*)] at 4 h, and 19 genes [*Aen*, *Bax*, *Btg2*, *Ccnf*, *Ccng1*, *Cdkn1a*, *Ddit4l*, *Ephx1*, *Gadd45b*, *Gdf15*, *Lrp1*, *Ly6a*, *Mdm2*, *Phlda3*, *Plk2*, *Pmm1*, *Ppp1r3c*, *St3gal5*, and *Tubb4b* (*Tubb2c*)] at 48 h showed a statistical significance between the genotoxic and non-genotoxic hepatocarcinogens, as analyzed by the Welch’s test.

Fourteen genes [*Aen*, *Bax*, *Cdkn1a*, *Mdmd2*, *Btg2*, *Ccng1*, *Ddit4*, *Gdf15*, *Hist1h1c*, *Hmox1*, *Hspb1*, *Phlda3*, *Plk2*, and *Pm*l] identified in this study have been reported to be directly associated with *Trp53*. Among these, 11 genes [*Aen*, *Bax*, *Btg2*, *Ccng1*, *Cdkn1a*, *Gdf15*, *Hist1h1c*, *Mdm2*, *Phlda3*, *Plk2*, and *Pml*] showed a statistical significance between the genotoxic and non-genotoxic hepatocarcinogens analyzed by the Welch’s *t*-test at 4 and/or 48 h. Seven major biological processes were extracted from the Gene Ontology analysis (Gene Ontology Consortium: geneontology.org), which were apoptosis, cell cycle and proliferation, DNA damage and repair, oncogenes, and tumor suppression. IPA suggested the DNA damage response pathway resulting from signal transduction by a p53-class mediator was likely leading to the induction of apoptosis. Although we did not observe a significant increase more than 2-fold in Trp53 expression, it was reported that after exposure to DNA-damaging agents, and other stress stimuli, p53 protein was stabilized and activated by a series of post-translational modifications that freed it from MDM2, a ubiquitination ligase responsible for its ubiquitination prior to proteasome degradation [15].

Discrimination of the gene expression profile between the genotoxic and nongenotoxic hepatocarcinogens was achieved by statistical analysis using PCA.

### Useful application of PCA on gene expression profile to discriminate genotoxic and non-genotoxic hepatocarcinogens

We performed a statistical analysis using a logarithmic (log_2_) transformation of the data to stabilize the variance. PCA is a classic statistical procedure and is recently increasingly applied to biological data. PCA involves a mathematical procedure that transforms a number of possibly correlated variables into a smaller number of uncorrelated variables called “principal components”. The first principal component (PC1) accounts for as much of the variability in the data as possible, and each succeeding component accounts for as much as of the remaining variability as possible.

The mathematical formula of PC1 (z_1_) for 4 h is presented as the following:

$$ {\mathrm{z}}_{1\ \left(4\mathrm{h}\right)} = {\mathrm{a}}_{11}{\mathrm{x}}_1 + {\mathrm{a}}_{12}{\mathrm{x}}_2 + \hbox{-} \hbox{-} \hbox{-} \hbox{-} + {\mathrm{a}}_{1\mathrm{p}}{\mathrm{x}}_{\mathrm{p},} $$

where a_1p_ is the eigenvector and x is the canonical logarithmic (log_2_)-transformed gene ratios (exp/cont). PCA was performed using the PCA programs in GeneSpringGX11.0.1 (Agilent Technologies, Santa Clara, CA, USA). Initially, PCA was applied to all 34 logarithmic (log_2_) transformed ratios (exp/cont), and subsequently tried with various candidate gene sets until the optimal discrimination was observed. The candidate genes were selected primarily using the Welch’s *t*-test from the results at 4 h, 48 h, and a combination of both times [12]. PCA can be also performed using a free software R (https://cloud.r-project.org/).

We selected specific genes to obtain an optimal separation between genotoxic hepatocarcinogens and non-genotoxic hepatocarcinogens using PCA. Seven genes [*Btg2*, *Ccnf*, *Ccng1*, *Lrp1*, *Mbd1*, *Phlda3*, and *Tubb4b* (*Tubb2c*)] were used for PCA at 4 h, 12 genes [*Aen*, *Bax*, *Btg2*, *Ccnf*, *Ccng1*, *Cdkn1a*, *Gdf15*, *Lrp1*, *Mbd1*, *Phlda3*, *Plk2*, and *Tubb4b*] at 48 h, and a combination of both time points (Fig. 2).

### Differentiation between genotoxic and non-genotoxic hepatocarcinogens at 4 and 48 h in rat liver

Finally, we examined hepatocarcinogens in rat liver, and showed successful differentiation of two genotoxic hepatocarcinogens [DEN and 2,6-dinitrotoluene] from a nongenotoxic-hepatocarcinogen [DEHP], and a non-genotoxic non-hepatocarcinogen [phenacetin] at 4 and 48 h by qPCR and PCA [13]. Candidate genes were selected from the data generated in mice. Two genotoxic hepatocarcinogens: DEN (12.5, 25, and 50 mg/kg bw) and 2,6-dinitrotoluene (125 and 250 mg/kb bw), a non-genotoxic hepatocarcinogen: DEHP (1000 and 2000 mg/kg bw), and a non-genotoxic non-hepatocarcinogen: phenacetin (500 and 1000 mg/kg bw) were examined in liver samples from groups of four 4-week-old F344 male mice at 4 and 48 h after a single oral administration of a chemical. Control rats received a solvent of sterile water or olive oil. The cDNA was prepared with total RNA from each individual liver. We reported results from 33 genes: 32 genes [*Aen*, *Bax*, *Btg2*, *Ccnf*, *Ccng1*, *Cdkn1a*, *Cyp21a1*, *Cyp4a1*, *Ddit4l*, *Egfr*, *Ephx1*, *Gadd45b*, *Gadd45g*, *Gdf15*, *Hhex*, *Hmox1*, *Hspb1*, *Igfbp1*, *Jun*, *Lpp*, *Ly6al*, *Mdm2*, *Myc*, *Net1, Phlda3*, *Plk2*, *Pml*, *Pmm1*, *Rcan1*, *Tnf*, *Tp53*, and *Tubb4b* (*Tubb2c*)] exhibited statistically significant changes in expression according to statistical analysis using the Williams’ test and the Dunnett’s test; and a normalized gene, *Gapdh*. The changes appeared to be greater at 4 h than at 48 h. Statistical analysis via PCA successfully differentiated the genotoxic hepatocarcinogens from the nongenotoxic hepatocarcinogen and non-genotoxic non-hepatocarcinogen at 4 h based on 16 genes [*Ccnf*, *Ccng1*, *Cy4a10*, *Ddit4l*, *Egfr*, *Gadd45g*, *Gdf15*, *Hspb1*, *Igfbp1*, *Jun*, *Myc*, *Net1*, *Phlda3*, *Pml*, *Rcan1*, and *Tubb4b* (*Tubb2c*)], and 48 h based on 10 genes [*Aen*, *Ccng1, Cdkn1a*, *Cyp21a1*, *Cyp4a10*, *Gdf15*, *Igfbp1*, *Mdm2*, *Phlda3*, and *Pmm1*] (Fig. 3). Eight major biological processes were extracted from a Gene Ontology analysis: apoptosis, cell cycle and proliferation, DNA damage and repair, oxidative stress, oncogenes, and tumor suppression. IPA suggested the DNA damage response, which signals through a Tp53-mediated pathway and leads to the induction of apoptosis: 24 genes are associated with Tp53 directly or indirectly (Fig. 4). This study showed that mouse candidate marker genes are applicable to rats for the differentiation of the genotoxic hepatocarcinogens from the non-genotoxic hepatocarcinogens examined in this study.

**Fig. 3:**
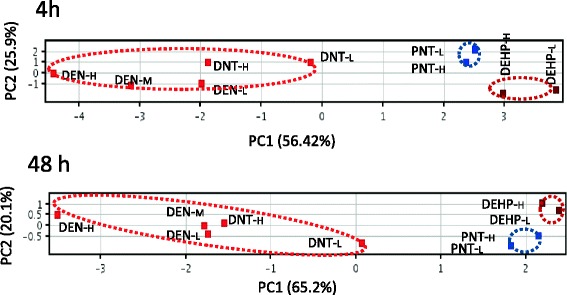
PCA of the gene expression levels under treatment with 3 types of carcinogens in rat liver as quantified by qPCR. Genotoxic hepatocarcinogens (red-colored, DENL: DEN low dose, DEN-M: DEN middle dose, DEN-H: DEN high dose, DNT-L: DNT low dose, DNT-H: DNT high dose), a non-genotoxic carcinogen (brown-colored, DEHP-L: DEHP low dose, DEHP-H: DEHP high dose) and a non-genotoxic non-hepatocarcinogen (blue-colored, PNT-L: PNT low dose, PNT-H: PNT high dose). The mean values of triplicate qPCR assays for each sample were analyzed statistically using the PCA program in GeneSpringGX11.0.1. The results of the PCA are shown as the two-dimensional contribution scores for component numbers 1 and 2 (PC1 and PC2). The contribution scores were produced by conversion from each eigenvector value, at 4 h with 16 genes and at 48 h with 10 genes described in the text. PCA successfully differentiated the genotoxic hepatocarcinogen (*red circle*) from the non-genotoxic hepatocarcinogen (brown circle) and non-genotoxic and non-hepatocarcinogen (*blue circle*) with PC1 and PC2. Fig. 2 in [15]

**Fig. 4:**
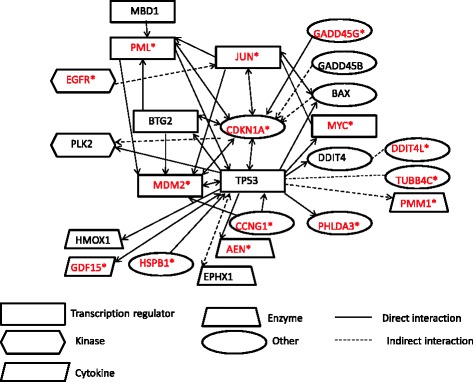
The gene networks and pathways of 24 genes quantified in the present study. The network was constructed from the results of Ingenuity Pathway Analysis, GeneSpring software and references from PubMed. The 15 red-colored genes indicated with an asterisk are genes that significantly contributed to the discrimination of the genotoxic hepatocarcinogens from the non-genotoxic hepatocarcinogen and the non-genotoxic non-hepatocarcinogen by PCA. Fig. 3 in [15]

## Discussion

Recently, a new toxicogenomics tool for hepatocarcinogenicity evaluation of drug candidates in rodents (mainly rats) was reported: ToxDBScan (http://www.ra.cs.uni-tuebingen.de/software/ToxDBScan/) [16], which is a web tool offering a quick and easy similarity screening of new drug candidates against two large-scale public databases, which contain expression profiles for substances with known carcinogenic profiles: TG-GATEs (http://toxico.nibiohn.go.jp/english/) [17] and DrugMatrix (https://ntp.niehs.nih.gov/drugmatrix/) [18]. TG-GATEs contains DNA microarray data on 170 chemicals, primarily medicinal compounds. DrugMatrix contains toxicogenomic profiles (DNA microarray data) for 638 different compounds. These compounds include US Food and Drug Administration-approved drugs, drugs approved in Europe and Japan, withdrawn drugs, drugs in preclinical and clinical studies, biochemical standards, and industrial and environmental toxicants. Although these large databases based on DNA microarrays were prepared, the number of published papers on toxicogenomics by DNA microarrays and qPCR in rodent liver or liver cells was not as expected.

Since its first application to toxicogenomics in 2003, PCA is a classic statistical technique that is recently increasingly applied to biological data. Previously, we successfully applied PCA to human lung cancer cell lines [19, 20]. Successful discrimination was performed in some toxicogenomics studies, such as hepatocarcinogens against non-carcinogens in rat liver [21], and carcinogenic PAHs against non-carcinogenic PAHs in HepG2 cells [22]. However, the number of publications using PCA in toxicogenomics is still limited. We are now trying to apply this type of analysis on selected key genes to rodent liver gene expression profiles that have been described previously (unpublished).

Additionally, the involvement of next-generation sequencing (NGS) technology for the study of toxicogenomics is now being introduced [23–25]. Jiang et al. reported that NGS technologies, in comparison to microarray-based technologies, may overcome the current limitations, and are promising for the development of predictive models in the near future [23]. Maslov et al. [24] suggested that the NGS era is well underway; new methods have been developed to directly analyze genetic material in a genome-wide manner with single nucleotide resolution. Moreover, there is no dependency on any particular gene or cell line, and the genetic material derived from any cell or tissue can be analyzed. This makes NGS-based mutagenicity assays particularly suitable for use in genetic toxicology. As toxicology continues to develop, we expect that testing methods will continue to change in concert with increased knowledge and understanding.

## Conclusions

In the present review, we summarize our toxicogenomics collaborative studies. We selected and quantified by qPCR candidate marker genes to discriminate mouse genotoxic hepatocarcinogens from non-genotoxic hepatocarcinogens examined by DNA microarrays. We determined 30 key genes by dose responses in mouse liver gene expression induced by DEN and ENU at 4 h and 28 days, and extracted key times between 4 and 48 h from time-course studies during the acute phase induced by chrysene. Finally, we successfully showed the discrimination in mouse liver of eight genotoxic hepatocarcinogens [2-acetylaminofuluorene, 2,4-diaminotoluene, diisopropanolnitrosamine, 4-dimethylaminoazobenzene, 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone, *N*-nitrosomorpholine, quinoline, and urethane] from four non-genotoxic hepatocarcinogens [1,4-dichlorobenzene, dichlorodiphenyltrichloroethane, DEHP, and furan] and in rat liver two genotoxic hepatocarcinogens [diethylnitrosamine and 2,6-dinitrotoluene] from a non-genotoxic hepatocarcinogen [DEHP] and a non-genotoxic and non-hepatocarcinogen [phenacetin] determined by qPCR and PCA at 4 and 48 h after administration of chemicals. The subsequent gene pathway studies extracted the DNA damage response, resulting from signal transduction by a p53-class mediator leading to the induction of apoptosis. These studies suggest that application of PCA in the study of toxicogenomics is useful to discriminate genotoxic hepatocarcinogens from non-genotoxic hepatocarcinogens and/or non-hepatocarcinogens in rodent liver.

## Ethical approval

All animal experiments in the original papers [9–13] were conducted in accordance with the NIH Guide for Care and Use of Laboratory Animals and approved by the Animal Care and Use Committee at the Biosafety Research Center, Foods, Drugs, and Pesticides (applicant: NM, RD-07-005; approval: No. 07–066, in 2007) and the Animal Care and Use Committee of the Mitsubishi Chemical Medience Corp (applicant: HS; approval: 2007–0138).

## Abbreviations

DEHP: di(2-ethylhexyl)phthalate
DEN: diethylnitrosamine
ENU: ethylnitrosourea
IPA: ingenuity pathway analysis
JEMS: the Japanese environmental mutagen society
MMS: mammalian mutagenicity study group
NGS: next generation sequencing
PAH: polycyclic aromatic hydrocarbon
PCA: principal component analysis
qPCR: quantitative real-time PCR

How the deposited data were processed for this re-analysis (not part of the article)

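Gene expression in mouse liver was measured by the authors on 52 Affymetrix arrays, 1 for each of 8 chemicals and 5 controls at 4 h, 20 h, 14 days and 28 days. Each array held RNA pooled from 5 mice. The deposited table gives linear probe-set intensity for 22690 probe sets, with 0 missing values, and holds no detection calls and no scanner files. The software and scaling that the authors used are not given in the sources used here. All 52 columns were used (per-sample columns not used: 0). Array medians ran from 17.9 to 205, so the values were not on a common level. Since each pool gave 1 array, no measure of the spread between mice can be had, and the number of arrays limits the precision of every value.

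The 64 Affymetrix control probe sets were left out, which left 22626. Each array was divided by its median and multiplied by the mean of the 52 medians. Values under the 30th percentile of all values (a signal of 32.5) were raised to that floor and the log2 was taken. Probe sets above the floor in at least 4 arrays were kept (18349). The annotation gave 1 gene symbol for 20380 probe sets, several for 691 and none for 1555. Of the kept probe sets, 16706 had 1 symbol, for 10755 genes. A gene was represented by its kept probe set with the highest mean signal, and where a called probe set was not that one, both values are given. A gene without a probe set of its own symbol is not reported.

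Treated arrays were grouped as genotoxic (6 chemicals) or non-genotoxic (2 chemicals), as the paper and the labels give them. The genotoxic chemicals were split further into 3 alkylating and 3 aromatic ones, a split that the paper does not give. At each time the 13 arrays were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with a coefficient for each class and the control set as a fixed block, which leaves 6 residual degrees of freedom. Alkylating and aromatic chemicals were compared in a fit with 3 class coefficients and 5 residual degrees of freedom. The difference between 4 h and later times was tested in 1 fit of all 52 arrays with control set within time as the block, with 24 residual degrees of freedom. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05. The fits were tested on simulated data before use.

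Gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01 and again with an estimated correlation. There were 38 lists, of which 19 were of pathways, 11 of cell type markers and 8 of genes named by the study, and p values were adjusted within each kind. A list of a single chemical was set against 10000 random lists matched on mean signal. For single chemicals, the log2 ratio to the own control was taken without a test. Probe sets changed at least 2-fold were counted, and the 6 pairs of the 4 saline controls of each time were counted in the same way. Exact sign-flip tests compared 4 h with later times. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

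The genes named were set by a rule: genes the paper names; for each class comparison the 10 called genes with the largest log2 fold change each way, with the same sign in every chemical of a class, or the 5 with the smallest p where fewer than 5 passed; for each list, its 4 members with the largest change; and for single chemicals, the 5 largest ratios each way among those outside the saline control pairs. Of these last, only a part is given, for AAT and DPN at 4 h, chosen by the known role of the gene after the values were seen. For class comparisons and lists, too, not every gene set by the rule is named. Outside the rule, Fas, Psrc1 and Tat were named after their values were seen, as members that pass within their list, and Cyp2c55 for its level in 1 control. The lists, the comparisons, the rule and most alternatives were set before the data were examined. The list tests between times were chosen after class results were seen. Alternatives covered scaling, the floor, the filter, the block, the spread shared over times, the variance trend, the fold limit and leaving out each chemical. An alternative with probe sets above the floor in every array of a time, and others without arrays of 20 h or without the saline control of the ethanol and phenobarbital set, were added after the data were seen. The qPCR experiments, the rat experiments and the chemicals without a file were not analysed here.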

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

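The list tests between times, the look at Cyp2b10 in controls and the look at medians of lists in single chemicals were chosen after class results were seen.

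Of 36 groups of arrays tested for a value far from the others, 5 had one. Chance gives this in about 1 in 20 groups. At 20 h the ethanol array had a log2 ratio of the 3' to the 5' Gapdh signal of 3.13 and of the actin signal of 3.79, and 2812 probe sets changed at least 2-fold. The array labelled saline control of 20 h had a log2 signal of 11.48 for Cyp2b10. With DPN at 14 days the median log2 ratio of the p53 targets was 0.56, while that of DMN was 0.11.

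Lists that differed between times in the genotoxic class, by camera of limma, carry the adjusted p and then that with an estimated correlation. For 4 h minus later times, glucocorticoid and fasting genes were higher (8.54e-07, and 0.144; median log2 difference 0.41) and immediate early genes were higher (0.038, and 0.46). On the same contrast interferon genes and circadian genes were lower (each 0.038, and 0.46; medians -0.16 and -0.22). Kupffer and endothelial markers were lower too (each 0.0405, and 0.341 and 0.107). For 4 h minus 20 h, fatty acid synthesis and glucocorticoid and fasting genes were higher (each 3.7e-08, and 0.0572; medians 0.48 and 0.50). Cholesterol synthesis (0.000249), immediate early (0.0349) and male-biased liver genes (0.0249) were higher, and p53 targets (0.00273) and NRF2 targets (0.00449) were lower, each 0.554 with an estimated correlation, and hepatocyte markers were higher (0.00442, and 0.343). For 4 h minus 14 days, fasting genes were higher and interferon genes lower (each 0.0106, and 0.613), and Kupffer and stellate markers were lower and lymphocyte markers higher (each 0.0183, and 0.176, 0.176 and 0.161). For 4 h minus 28 days, fasting genes were higher (9.89e-05, and 0.439) and Kupffer markers lower (0.0179, and 0.23). The study's lists, chosen partly on these samples, had no call at 4 h minus 20 h. Its p53-associated genes were higher at 4 h than at 14 days (0.0143, and 0.43) and 28 days (0.00212, and 0.222). Its chrysene genes were higher for 4 h minus later times (0.0438, and 0.273) and minus 28 days (0.00212, and 0.0775). Its 12 genes for 48 h were higher at 4 h than at 28 days (0.0134, and 0.222). Of all lists, 2 kept a call with an estimated correlation, both at 4 h minus 28 days: endothelial markers (lower, 0.00791, and 0.0317) and the study's genes raised by DEN at 4 h (higher, 7.58e-09, and 0.0452).

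Single chemicals, without replicates, had these medians of log2 ratios that the paper does not report. With AAT at 20 h, NRF2 targets had 1.4 (18 genes measured) and targets of the dioxin receptor AHR had 1.14 (7 genes). Glucocorticoid and fasting genes had 1.11 with DPN at 4 h (16 genes). Female-biased liver genes had 1.73 with DMBA at 28 days, over only 4 genes.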

How the results depend on the processing

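Alternatives with the probe sets above the floor in every array of a time, without the ethanol array or the 3 arrays of the ethanol and phenobarbital set of 20 h, and without the saline control of that set, were chosen after results were seen; the others were set beforehand. Single chemicals have no replicate and cannot be tested, and ethanol and phenobarbital share 1 control, so an error in it enters both. Signals at the floor cannot show a decrease. Causes of moved counts were not tested.

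Counts are probe sets called by limma. At 4 h the settings used throughout gave 25 in the non-genotoxic class, 19 for genotoxic minus non-genotoxic and 23 for alkylating minus aromatic. In that order, the counts were 0, 0 and 1 with no floor, 69, 63 and 75 with no filter on probe sets, and 0, 0 and 2 with probe sets above the median of the mean signal. They were 8, 8 and 566 with no control-set block, 3, 0 and 7 in 1 fit of all 52 arrays, 3, 0 and 2 without the variance trend, and 12, 9 and 13 at 1.5-fold or more. With probe sets above the floor in every array they were 0, 0 and 2. With values as deposited the first 2 were 155 and 111. At an unadjusted p under 0.05 the counts were 644, 713 and 1481.

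The genotoxic class had 0 calls at each time, with 1785, 847, 2164 and 1116 at an unadjusted p under 0.05. In 1 fit of all 52 arrays it had 11 at 4 h, 19 at 20 h and 130 at 14 days, and at 14 days 1 with no floor and 1 with no block. In that fit Ppp1r3c was called at 4 h (log2 fold change 1.35, adjusted p = 0.00189) and Cdkn1a at 20 h (3.76, adjusted p = 0.0161). Without DMN it had 5 at 14 days, and 0 without ENU. At 28 days it had 1 without ENU and 0 without DMN. The non-genotoxic class at 4 h had 40 without ethanol and 23 without DMBA, and at 20 h 77 without the ethanol array, against 28 with it. Genotoxic minus non-genotoxic had 10 without DMBA and 34 without ethanol. Without ethanol the class is 1 array against 1 control, so the spread comes from the other groups. Alkylating minus aromatic had 0 without DMBA, 36 without DMN, 10 without AAT, 13 without DBP, and 14 without ethanol or without phenobarbital.

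The call of Ppp1r3c at 4 h minus later times was the 1 of that contrast. The count was 0 with values as deposited, 0 with no filter, 0 without 20 h, 14 days, 28 days, ENU, DMN, DPN or AAT, and 2 with the floor at the 50th percentile, without ethanol or without phenobarbital. It was also 2 without the ethanol array of 20 h and without the 3 arrays of that set. Without DBP the 1 call was a lower one. Chemicals above every pair of saline controls numbered 2, 2, 0 and 0 at the 4 times, and 2, 3, 2 and 1 without the saline control of the ethanol and phenobarbital set. That array stayed the control of ethanol and phenobarbital in these counts. The ratio of 2-fold counts at 4 h to later times was 0.418 as deposited (exact sign-flip p = 0.0391 over chemicals, which share controls) and 0.831 with quantile normalization (p = 0.0234), each p = 0.125 over 5 control sets, and 1.13, in the other direction, against the mean of 5 controls (p = 0.945).

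With an estimated correlation the p53 list at 4 h had an adjusted p of 0.807, and all other list calls of the passages were lost. The endothelial call at 4 h was also lost with quantile normalization (0.0708), no floor (0.0613), probe sets above the median (0.0796), no block (0.0606), and without DMN (0.125) or DMBA (0.0649). The p53 call against the non-genotoxic class was lost as deposited (0.134) and without phenobarbital (0.0651), at 14 days without DMN (0.0522) and at 28 days without DPN (0.0893). The NRF2 call at 20 h was lost as deposited (0.592), without DPN (0.123) and without ethanol or phenobarbital (0.19 each). The CAR and PXR call was lost as deposited (0.542) and without phenobarbital (0.203). The Kupffer call was lost with no block (0.234), and the immediate early call as deposited (0.134) and with the floor at the 50th percentile (0.0539). The hepatocyte list at 20 h turned upward as deposited (0.948). Against the mean of 5 controls the Cyp2b10 ratio of phenobarbital at 20 h turned to 0.5. At 20 h the bile acid and male-biased calls were each lost under 2 settings and the hepatocyte call under 3. NRF2 was lost at 14 days under 3 settings and at 28 days under 2. Acute phase genes were lost at 14 days with quantile normalization (0.0991), and for alkylating minus aromatic with no block (0.921), without DPN (0.628) and without DBP (0.126). Lymphocyte markers at 4 h and cholesterol synthesis against the non-genotoxic class were each lost under 8 settings, fatty acid synthesis under 9, interferon at 14 days under 6 and fasting genes against the non-genotoxic class under 5. Over the 33 list results, 424 of 528 alternatives gave the same reading, 103 a weaker one and 1 the opposite direction.

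In the non-genotoxic class at 4 h, single genes near 0 changed sign. Cdkn1a (0.50) was -0.15 with no block, -0.24 without ethanol and 1.24 without phenobarbital. Plk2 (0.06) was -0.26 as deposited, -0.18 with no block, -0.29 without phenobarbital and 0.42 without ethanol. Mdm2 was -0.14 as deposited, and Trp53inp1 ran from -0.17 without ethanol to 0.15 without phenobarbital.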

Differences from the paper's values

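Only the list tests between times, at the end of this part, were chosen after results were seen.

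The paper's count of candidate genes that discriminate genotoxic from non-genotoxic hepatocarcinogens is about 100, while 19 probe sets passed limma for genotoxic minus non-genotoxic at 4 h. The paper states no threshold and no test for its count, and it covers 13 chemicals, of which 8 were held here. It reports the count after qPCR and used an in-house array too, neither of which was compared here. All 19 probe sets were at the floor in more than 6 of 13 arrays, so the counts are not of the same kind. Of the alternatives set before the data were examined, values as deposited without median scaling gave 111, which falls near the paper's number. Of these, 110 were higher and 1 lower, and deposited medians at 4 h were 106 for the shared saline control, the highest of that time, 82.9 for ethanol and 87.5 for phenobarbital. The 111 are thus not separated from the unscaled level of that control. The others did not: quantile normalization gave 20, no floor 0, the floor at the 50th percentile 13, no filter 63, and probe sets above the median signal 0. No control-set block gave 8, 1 fit of all arrays 0, no variance trend 0, and a limit of 1.5-fold 9. Leaving out single chemicals gave 10 to 34. An unadjusted p under 0.05 held for 713. The paper's arrays ran to 28 days, and at 28 days the contrast had 95 calls, near the paper's count, with 21 at 20 h and 11 at 14 days. Of those 95, 71 were at the floor in more than 6 of 13 arrays, and the alternatives were not run at that time. The phenobarbital array of 28 days had the lowest median of all arrays (17.9). On the first principal component the saline control had 8.33, ethanol -18.2 and phenobarbital -13.7.

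The paper describes changes at 4 h as far larger than those at 20 h, 14 days and 28 days. It gives no measure for this, and its arrays covered 13 chemicals and an in-house array, while 8 chemicals and no in-house array were compared here. The median count of probe sets changed at least 2-fold was 397 at 4 h, against 465.5, 566.5 and 396 at the later times. The ratio of 4 h to later times was above 1 for ENU (1.11) and AAT (1.06) and below 1 for the other 6 chemicals. Of the alternatives, the mean of 5 controls as control gave a median ratio of 1.13, and all others were below 1. At 4 h, ENU and DPN were above every pair of saline controls, and Ppp1r3c was the gene called higher at 4 h than later. As lists, chosen partly on these samples, the study's genes raised by DEN at 4 h ranked higher at 4 h than later in the genotoxic class (camera, adjusted p = 1.21e-07, and 0.0773 with an estimated correlation), as did its 34 markers (0.00084, and 0.258). At 4 h minus 20 h neither list was called: genes raised by DEN had 0.12, and 0.646, and the 34 markers 0.48, and 0.727. At 4 h minus 14 days they had 3.82e-07, and 0.0974, and 0.00347, and 0.345. At 4 h minus 28 days the list of genes raised by DEN kept its call with an estimated correlation (7.58e-09, and 0.0452), and the 34 markers did not (5.16e-06, and 0.0732).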

Other observations

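Tests set before their results were seen were that of degraded RNA in the ethanol array, that of the p53 level in the olive oil control, the splits of alkylating and aromatic chemicals and of times, and the principal component analysis; all other tests in this part were chosen after the results they concern were seen.

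The array labelled saline control of 20 h had log2 signals of 11.48 for Cyp2b10 and 11.19 for Cyp2c55, while the array labelled phenobarbital had 8.25 and 8.43. Degraded RNA is argued against by a Gapdh 3' to 5' log2 ratio of -0.31, near the -0.28 to 0.18 of the other 4 controls, and a condition shared by the 3 groups by the 3.24 between this array and the nearer treated one. An exchange of the labels of these 2 arrays cannot be told apart from other causes: over 48 genes raised by phenobarbital at 4 h, the median difference was 0.09, inside the random range of -0.09 to 0.13, with 25 of 48 higher. The members went both ways, so that range does not exclude an exchange, and of 21 CAR and PXR targets, a list looked at later, 18 were higher (median 0.19, at the 100th percentile of random lists). No biological explanation was tested.

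The ethanol array of 20 h had 2812 probe sets changed at least 2-fold. The control of its set is argued against, since phenobarbital against the same control had 352. Degraded RNA may account for part of these changes: over 3849 genes with several probe sets, the median range between probe sets of a gene was 0.9 in this array and 0.29 to 0.54 in the other 31 treated arrays. An effect of ethanol itself stays open and untested.

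The p53 targets at 20 h had medians of 0.52 with ENU, 0.80 with DMN, 0.94 with DPN and 0.37 with AAT, but 0 with DMBA and -0.08 with DBP. A high level in the olive oil control is argued against, since that control lay 0.03 above the mean of the ENU, DMN and DPN controls, with 15 of 27 higher and a bound of 0.5. The contrast of alkylating minus aromatic chemicals (camera, adjusted p = 4.82e-06, and 0.561 with an estimated correlation) restates the pattern on the same arrays and list, so it tests no explanation. Chemical class cannot be told apart from the dose or potency of single chemicals. AAT, an aromatic mutagen, had 4.09 for Cdkn1a at 20 h.

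When treated and control labels were exchanged within sets, the counts of the genotoxic class could not test chance: the real labels gave 0 calls by limma at each time, so all 32 exchanges had to give as many. The highest other counts were 4 at 4 h, 12 at 20 h, 952 at 14 days and 2 at 28 days, with 1785, 847, 2164 and 1116 at an unadjusted p under 0.05 for the real labels. The 952 came from exchanging DPN, ENU and DBP with their controls, which points to a structure of the samples at 14 days, where the ENU, DPN and olive oil controls lie apart on the first principal component. For the p53 list, 3 of 32 gave as low an upward camera p at 4 h (real p 1.15e-05, lowest other 6.86e-08). At 20 h 2 of 32 did so (real p 7.09e-11, lowest other 5.33e-14). Besides the real labels, these exchanged only DMBA or DBP, whose p53 medians were -0.03 and -0.06 at 4 h. At 20 h the medians were 0 and -0.08. Such exchanges keep the labels of ENU, DMN, DPN and AAT, so these shares are no fair measure of chance and cannot decide on it. Each exchange of ENU, DMN, DPN or AAT gave a higher p, the lowest being 0.00182 at 4 h and 2.63e-08 at 20 h. For alkylating minus aromatic the real count was 23 and the highest other 0, but 10 splits are too few for a share under 0.05. The real split is also the only one that follows the control sets, as the 3 aromatic mutagens share 1 control, so the other splits are no fair measure of chance. For 4 h minus later times chance was not excluded (real 1, highest other 8; 12 of 100 exchanges).

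A principal component analysis of the 8 chemicals at 4 h with the 7 genes the paper used, here by array and with other chemicals, gave a difference of 1.70 between class means on the first component (exact p = 0.321 over 28 splits), and 4 of 6 genotoxic chemicals lay beyond both non-genotoxic. Of 1000 random lists of 7 genes, 11 had a difference as large, 410 had a p as small and 633 placed as many beyond. The same genes gave 2.21 at 20 h (exact p = 0.357, 4 of 6 beyond), 1.44 at 14 days (p = 0.0714, 6 of 6) and 0.57 at 28 days (p = 0.536, 3 of 6). The study's lists were chosen partly on these samples.

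Of the 30 study markers measured, ENU had 28 higher at 4 h (13 at least 2-fold), DPN 24 (16), DMN 20 (5), and AAT, DMBA and DBP 18 each (6, 2 and 4). Ethanol had 20 (1) and phenobarbital 17 (2). Of the 23 genes measured on the study's list of genes raised by DEN at 4 h, ENU had 20 higher and DPN 20, DMN 14, AAT 17, DMBA 13, DBP 12, ethanol 13 and phenobarbital 9.

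Among related chemicals, DMN (5 mg/kg) and DPN (250 mg/kg) at 20 h had 260 and 604 probe sets at least 2-fold changed beyond every control pair, 57 of them in both with the same direction and 8 in opposite directions. At 4 h 36 had the same and 1 the opposite direction, at 14 days 9 and 9, and at 28 days 18 and 3. DMBA and DBP, which share a control, had 198 and 247 at 20 h, with 67 in the same direction and 0 opposite, and 56 and 0, 131 and 1, and 54 and 0 at 4 h, 14 days and 28 days. Dose and chemical are not separated in these pairs. A departure of the shared control moves the ratios of DMBA and DBP the same way, and no tally without an effect was measured. Their tallies thus cannot be compared with those of DMN and DPN, which have separate controls.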
